A study of Arabidopsis thaliana with 18 samples.

How the data were processed

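The data were gene expression measurements by RNA sequencing of polyA RNA from whole wild type Arabidopsis thaliana seedlings. Per the labels, the seedlings were kept in the dark for 7 days, which leaves them etiolated (pale, without chlorophyll), and were then moved to light for 0, 1, 2, 4, 8 or 12 hours. Each of the 6 times had 3 libraries with the replicate numbers 1, 2 and 3 in the labels, 18 libraries in all, prepared with the BGISEQ-500 RNA-Seq protocol.

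Each library came as a table of genes and a table of transcripts. Per the file headers, the deposited tables give an expected count for each feature, which is an estimated number of reads and need not be a whole number. They also give an FPKM value, which the authors scaled to feature length and library depth and rounded to 2 decimals. The columns have the layout of the program RSEM, but neither the labels nor the headers name the aligner, the counting program, their versions, the strand setting or the genome build. The locus coordinates printed here are those of the description field in the gene tables, which does not name its build. The description field carries the gene symbols used here for genes outside the listed sets. A RefSeq gene table of the assembly TAIR10.1 served only for names and for the GC content of transcripts; 99.18% of the listed gene identifiers were in it. Genes without any count are not listed in a library's table and were set to 0.

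The summed expected counts per library lay between 20072467 and 22760811. Between 77.8% and 79.4% of the genes listed per library had a whole-number expected count. A fractional count arises where reads are divided between genes, so genes with mostly fractional counts, and genes that overlap another listed locus, are uncertain. Of the 122 genes of the sets, 41 had mostly fractional counts and 48 overlap another listed locus, 60 with either. No pair of libraries held identical values. Over genes with at least 20 counts in a pair, the chi-square statistic per gene lay between 10.96 and 122.65 in the 18 pairs of libraries of one group, so each library was counted as a separate replicate. Counting error alone sets a lower limit on the spread between libraries, and a gene was called absent only at or under a floor of 3 counts.

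Expected counts were rounded to whole numbers and analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by edgeR's expression filter (filterByExpr with the groups), which left 20569 genes of the 24951 listed in any library. Libraries were scaled with TMM factors. One quasi-likelihood model with a term for each of the 6 groups was fitted to all 18 libraries, so that the groups shared an estimate of the spread, and its common biological coefficient of variation was 0.218. Each time was compared with the dark group, each time from 2 h on with the time before it, and all groups with one another in an F test. A gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05 with a log2 fold change of at least 1 in size. For the F test, only the adjusted p was used. For single named genes, the adjusted p under 0.05 alone decided on which side of the threshold a gene lay when settings were compared. A standard error given for a log2 fold change is its size divided by the square root of the quasi-likelihood F. It is an approximation and was not estimated by the fit.

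Nuclear genes of 7 photosynthetic complexes (74 genes) and of 4 comparison sets were listed by locus. The complexes were the photosystem II core with its oxygen-evolving complex, the light-harvesting antenna of photosystem II (LHCII), the photosystem I core, the antenna of photosystem I (LHCI), the cytochrome b6f complex with the soluble electron carriers, the chloroplast ATP synthase and the NADH dehydrogenase-like (NDH) complex. The comparison sets were Rubisco small subunits with Rubisco activase, chlorophyll biosynthesis, light-response markers, and reference genes often used for normalization. All 122 listed genes were present in every library, and the symbols given to 111 of them matched a name in the RefSeq table. A set's value is the median log2 fold change of its genes. Sets were tested with fry, a rotation test of whether the genes of a set move together, with Benjamini-Hochberg adjustment over 55 tests (11 sets at 5 times). The percentage of summed FPKM held by the 74 complex genes in each library was compared between each time and the dark group with an exact two-sided permutation test. With 3 libraries against 3 there are 20 arrangements, and the smallest possible p is 0.1. Mean log2 CPM (counts scaled to a common library size) with a prior count of 2 gave set levels per library and the principal components of the 1000 most variable genes.

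The groups, the tests, the gene sets, the alternatives and the rule for naming genes were fixed before the data were examined. Besides the genes of the sets, the rule named the 5 highest and the 5 lowest log2 fold changes at 1 h and at 12 h against the dark. Such genes had to be past the threshold, to have a mean FPKM of at least 5 over all libraries, and to have their 3 light libraries on one side of the 3 dark libraries. The alternatives were RLE scaling, library size alone, no expression filter, a mean FPKM of at least 1 as the filter, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), DESeq2 1.42.0 without its outlier and independent filters, no fold change minimum, an adjusted p under 0.01, a fit with only the groups compared, the replicate number as a block, and each replicate left out in turn. For sets, they also included camera with an inter-gene correlation of 0.01, near-identical gene families summed, and the mean in place of the median. For the share of expression, they included the share of counts. A batch term for a pair of libraries that carry the number 4 in their file names, a fit without that pair, and the number in the file names as a block were chosen after seeing the data. The pairing of libraries by replicate number comes from the labels alone, and at 0 h and 2 h the file names carry other numbers. Whether same-numbered libraries of different groups deviated together was checked by the mean correlation, across genes, of their deviations from the group means.

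The tests were tried on simulated counts for 20372 genes with 200 changed genes, far fewer than were called against the dark in the data. A call in the simulation was an adjusted p under 0.05 without the fold change minimum. The edgeR test recovered 76% of the changed genes and 93% of those changed 4-fold, 4.4% of its calls were unchanged genes, and it called 0 genes when nothing was changed. On the same simulation limma recovered 74.5% with 5.1% false calls, and DESeq2 recovered 84% with 12.5% false calls and 13 calls when nothing was changed. The transcript tables were not part of the model. The model included 60 plastid genes, which were in none of the sets. Transcript shares and the plastid share of counts were compared separately. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.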

Results

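The study followed nuclear-encoded transcripts of the photosynthetic complexes while dark-grown seedlings greened in the light. RNA was measured in 3 seedling libraries at each of 6 times, 0 (dark), 1, 2, 4, 8 and 12 hours of light. No group was kept in the dark for the added hours. Changes over the hours of light can therefore not be separated from seedling age or time of day. Library depth was even, with summed expected counts between 22408394 and 22760811 in all libraries but 8 h replicate 3, which had 20072467. Each library listed between 21899 and 22819 genes with at least some reads, and 20118 genes were listed in every library.

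The libraries were first compared as a whole, to see how far groups and replicates differed. Principal component 1 held 50.7% of the variance of the 1000 most variable genes and ordered the groups by time in light, from -56.27 (0 h replicate 3) to 53.12 (12 h replicate 2). Principal component 2 held 21.2% of the variance and set the 2 h libraries apart, at -68.96, -60.65 and -30.11 for replicates 1, 2 and 3. The spread between replicates, as the median over genes of the SD of log2 CPM, was 0.279 at 0 h and 0.267 at 2 h. It was 0.15 at 1 h, 0.164 at 4 h, 0.212 at 8 h and 0.145 at 12 h. In the 0 h and 2 h groups, replicate 3 stood apart from the others. Across genes, the correlation of log2 FPKM was 0.991 between 0 h replicates 1 and 2, but 0.967 and 0.963 between these and replicate 3. It was 0.992 between 2 h replicates 1 and 2, and 0.965 and 0.968 between these and replicate 3.

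**Figure D1:**
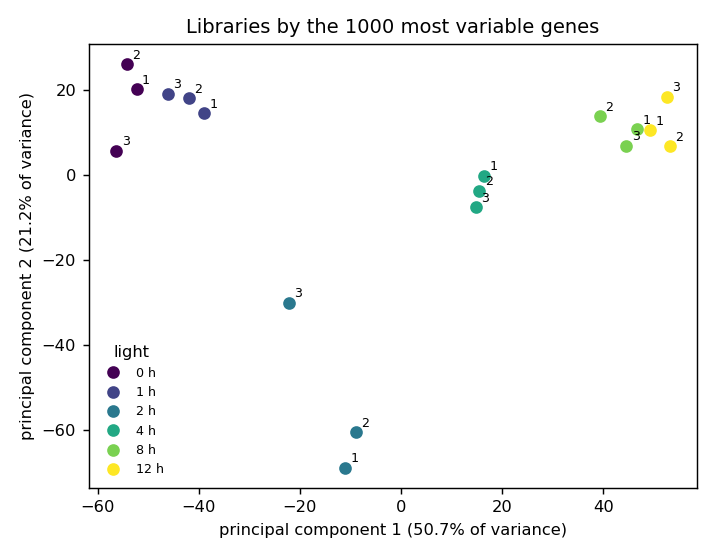
Each point is a library, placed by principal component 1 (x axis, 50.7% of variance) and principal component 2 (y axis, 21.2% of variance) of log2 CPM, coloured by hours of light and numbered by replicate. The groups lie in order of time along the x axis, the 2 h libraries lie lowest on the y axis, and 2 h replicate 3, at -30.11, lies nearest of these to the 4 h libraries.

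The comparisons with the dark group show how many transcripts had changed at each time. By the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 1182 of the 20569 tested genes had changed at 1 h, 753 higher and 429 lower than in the dark. At 2 h 4192 genes had changed, 2864 higher and 1328 lower. At 4 h 3814 genes had changed, 2269 higher and 1545 lower. At 8 h 4641 genes had changed, 2789 higher and 1852 lower. At 12 h 4582 genes had changed, 2692 higher and 1890 lower. In 1163 of the 1182 genes changed at 1 h, and in 4340 of the 4582 changed at 12 h, the 3 light libraries did not overlap the 3 dark libraries. Across all tested genes, 27.7% and 53.2% were free of overlap in these comparisons, against the 10% that chance gives for 3 libraries against 3. Dropping the fold change minimum moved these counts most, to 2244 genes at 1 h and 9750 at 12 h. In the F test over all groups, 15426 genes (75% of those tested) differed at any time. With the replicate number as a block, 1141, 4153, 3719, 4556 and 4546 genes had changed at 1, 2, 4, 8 and 12 h, and 15076 at any time. Libraries with the same replicate number in the labels did not deviate together in a steady way. The mean correlation of their deviations was 0.099, 0.234, -0.266, 0.122 and -0.109 for the paired comparisons of 1, 2, 4, 8 and 12 h with the dark, and -0.015 over all pairs of groups. With the number in the file names, which differs from the replicate number at 0 h and 2 h, it was -0.181, 0.293, 0.011, -0.057 and 0.147 for these comparisons and -0.006 over all pairs.

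**Figure D2:**
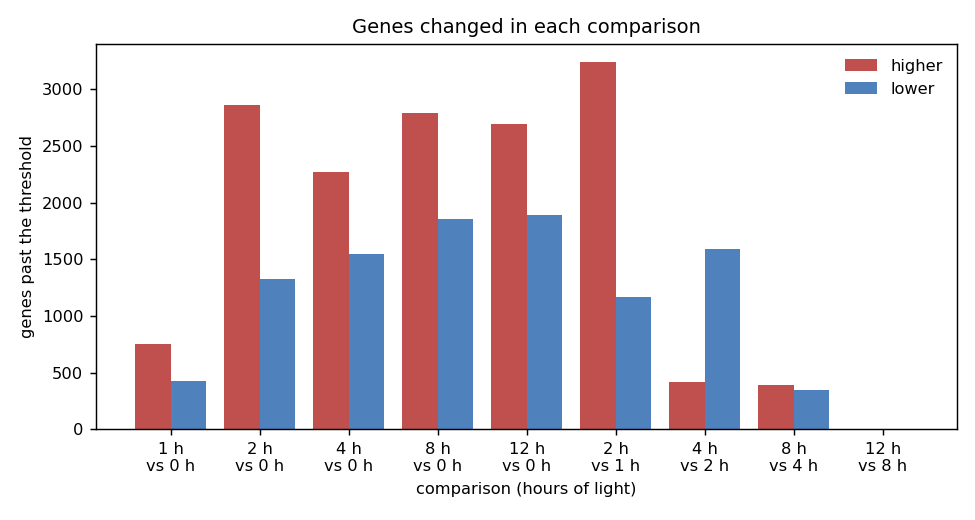
Bars give the number of genes past the threshold (y axis) that were higher or lower in each comparison of hours of light (x axis), by the edgeR quasi-likelihood test on 3 libraries per group. Against the dark the counts rose from 753 higher and 429 lower at 1 h to 2692 higher and 1890 lower at 12 h, and between 8 h and 12 h they were 0.

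Many of the same genes were changed at several times. Of the 1182 genes changed at 1 h, 649 were changed in the same direction at 12 h and 20 in the opposite direction. Of the 4641 genes changed at 8 h, 3859 were also changed at 12 h, all of these in the same direction. Over the 5 times 8000 genes were changed at least once against the dark, and 457 genes were changed at all 5 times in one direction. Each of these comparisons used the same dark libraries, so an error in the dark mean enters all of them with the same sign. Part of the agreement between times, in calls and in direction, can therefore come from the shared dark group.

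The comparisons of neighbouring times locate the steps of the change over the hours of light. By the same test, 4401 genes changed from 1 h to 2 h (3237 higher, 1164 lower), 2010 from 2 h to 4 h (419 higher, 1591 lower) and 734 from 4 h to 8 h (391 higher, 343 lower). From 8 h to 12 h 0 genes passed the threshold, with 944 genes at an unadjusted p under 0.05. That is fewer than chance alone gives on average among the 20569 tested genes. The count from 2 h to 4 h also depended on which libraries entered. It was 3169 without 2 h replicate 3 and 1141 without 2 h replicate 2. With the replicate number as a block, 4301, 1888, 701 and 0 genes changed in these 4 steps. The mean correlation of deviations between same-numbered libraries, the check of this pairing, was 0.032, -0.2, -0.133 and -0.144.

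The nuclear genes of the photosynthetic complexes were then compared with the dark as sets. At 12 h the median log2 fold change was 2.78 for the photosystem II core (12 genes), 2.1 for LHCII (15 genes), 2.3 for the photosystem I core (12 genes) and 2.5 for LHCI (6 genes). It was 2.45 for cytochrome b6f with the soluble carriers (8 genes), 2.38 for the ATP synthase (4 genes) and 4.03 for the NDH complex (17 genes). The fry adjusted p at 12 h (limma, Benjamini-Hochberg) lay between 2.98e-07 for the ATP synthase and 9.07e-06 for LHCII. In each of the 7 sets, the mean level of all 3 libraries at 12 h was above the highest dark library. Of the 74 complex genes, 73 were above their dark level at 12 h by the log2 fold change, and 69 were past the edgeR threshold, all of them higher. With the Benjamini-Hochberg adjustment over the 122 listed genes alone, the number was also 69. Across the alternatives, the NDH median at 12 h had the widest range of the 7, from 3.62 to 4.37, and the LHCII median lay furthest from its reported value, at up to 2.62. With the replicate number as a block, the medians at 12 h were 2.78, 2.21, 2.3, 2.51, 2.46, 2.38 and 4.05 for the 7 sets in the order given, with a pairing check of -0.109.

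The sets differed little from the dark at 1 h and had risen by 2 h. At 1 h the median log2 fold change was 0.25 for the photosystem II core, 0.04 for LHCII, 0.14 for the photosystem I core, 0.32 for the ATP synthase and 0.24 for the NDH complex. The fry adjusted p (limma, Benjamini-Hochberg) of these 5 sets was 0.125, 0.382, 0.755, 0.0702 and 0.272. The direction was not stable in LHCII, which turned to -0.02 with library size alone, or in the photosystem I core and the NDH complex, which turned to -0.04 and -0.0003 when single replicates were left out. LHCI, with a median of 0.52 and a fry adjusted p of 0.0452, and cytochrome b6f with the carriers, with 0.42 and 0.0289, were past the threshold at 1 h. Both calls depended on which replicates entered and on a block by the number in the file names, and the LHCI call also on scaling, filter and test. Across its alternatives the fry adjusted p (limma, Benjamini-Hochberg) ranged from 0.0102 to 0.165 for LHCI and from 0.00386 to 0.0932 for cytochrome b6f. With the replicate number as a block, the LHCI median was 0.50 with an adjusted p of 0.037, and the cytochrome b6f median 0.41 with 0.0162, with a pairing check of 0.099. Of the 74 complex genes, 9 were higher and 1 was lower past the edgeR threshold at 1 h. Over the 122 listed genes alone these numbers were 10 and 1. At 2 h 57 complex genes were higher, and 63, 67 and 69 at 4, 8 and 12 h, with 0 lower at each of these times. At 2 h the set medians lay between 0.89 (ATP synthase) and 2.33 (LHCII), and all 7 sets were past the threshold at 2, 4, 8 and 12 h. At 2 h the SD between libraries of a complex's mean level reached 0.72 (NDH complex), against 0.12 for the same set at 4 h. In the dark it was 0.929 for LHCII. Relative to the dark mean, replicate 2 lay at -1.071, and replicates 1 and 3 at 0.482 and 0.589. The LHCII changes against the dark rest on this uneven baseline.

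**Figure D3:**
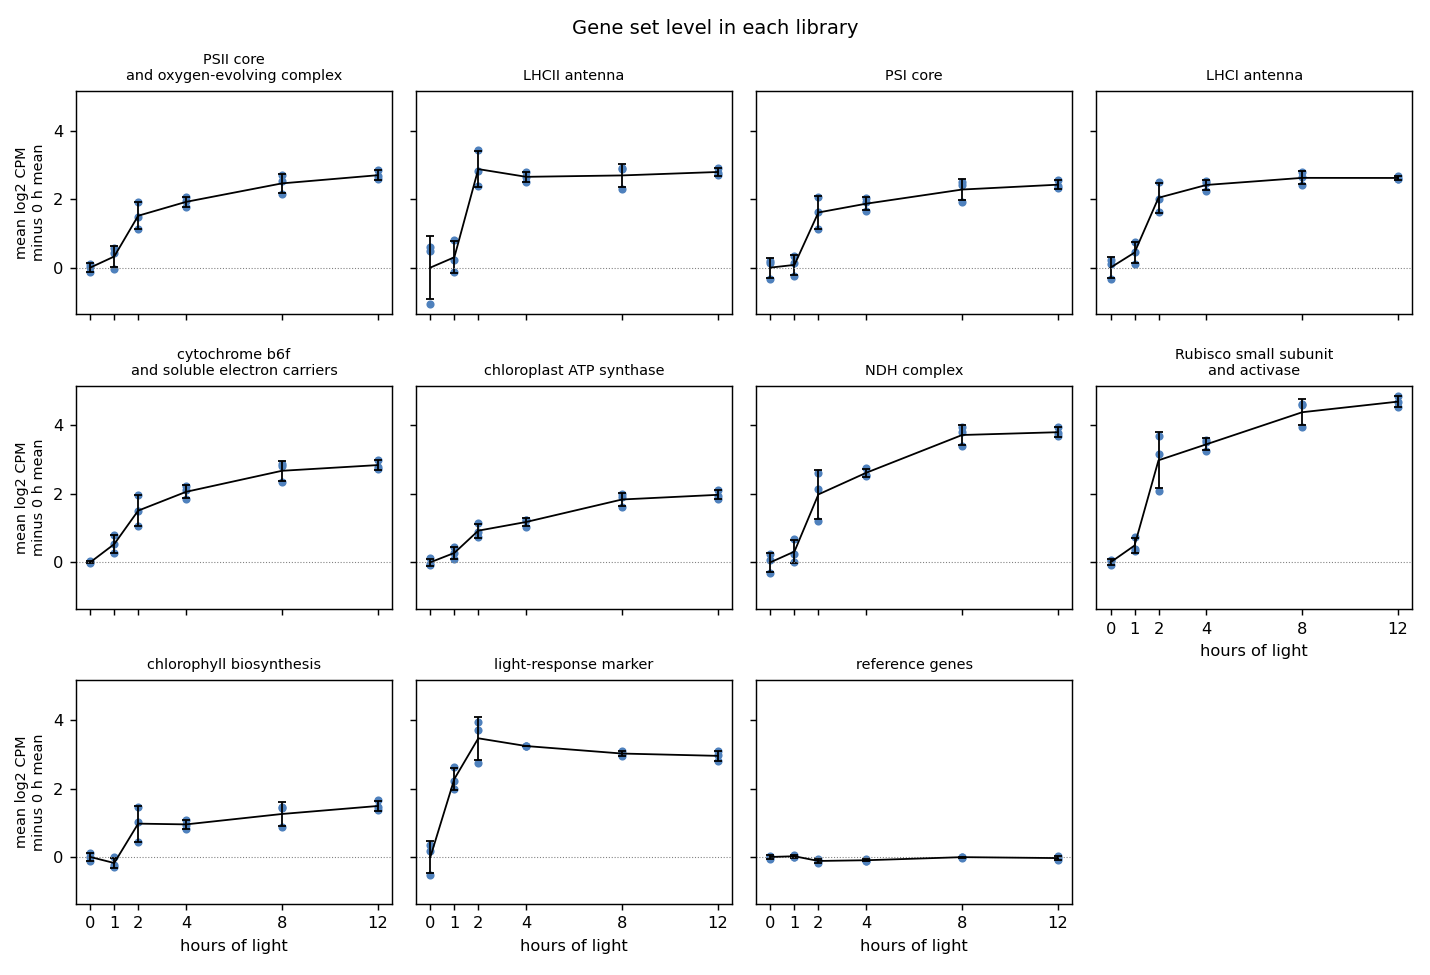
Each panel shows a gene set, each point a library, as the mean log2 CPM of the set's genes minus the mean of the 3 dark libraries (y axis) against hours of light (x axis), with a line through the group means. The levels of the 7 complexes lie above the dark libraries from 2 h on. At 1 h the cytochrome b6f libraries (0.787, 0.535 and 0.269) lie above the highest dark library (0.026), while the reference genes stay near 0 throughout, with a median log2 fold change of -0.19 at 2 h and -0.09 at 12 h.

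Between 4 h and 12 h the genes of several complexes rose further, as the median over genes of the change between these times. By fry with adjustment over the 11 sets (limma, Benjamini-Hochberg), the log2 change from 4 h to 12 h was 0.76 in the photosystem II core (adjusted p 0.00565), 0.86 in cytochrome b6f with the carriers (adjusted p 0.00677), 0.87 in the ATP synthase (adjusted p 0.000306) and 1.15 in the NDH complex (adjusted p 0.00406). It was 0.51 in the photosystem I core, with an adjusted p of 0.0479. The antennae were not past the threshold, with 0.22 for LHCII (adjusted p 0.706) and 0.32 for LHCI (adjusted p 0.315). The LHCII median against the dark, in contrast, was 2.44 at 4 h, 2.54 at 8 h and 2.1 at 12 h. The mean over the same genes was 2.374, 2.444 and 2.51 at these times. The comparison of 4 h with 12 h was chosen after the values had been seen.

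Members of a complex differed in size of change. In the photosystem II core at 12 h, PSBS (AT1G44575, symbol NPQ4 in the files, chromosome 1, 16870221 to 16873427) had the highest log2 fold change, 4.97, and PSBP2 (AT2G30790) the lowest, 0.39. PSBS rose from an FPKM of 27.2 ± 1.19 (SD, n = 3) in the dark to 821 ± 103 (SD, n = 3) at 12 h. Among the LHCII genes, LHCB1.1 (AT1G29920, symbol CAB2, chromosome 1, 10474656 to 10475969) rose from 8.54 ± 6.99 to 413 ± 45.3 FPKM (SD, n = 3), a log2 fold change of 5.69. LHCB4.2 (AT3G08940, chromosome 3, 2717557 to 2718923) had 246 ± 50.3 FPKM in the dark and 256 ± 28.2 at 12 h (SD, n = 3), and its log2 fold change of 0.11 had an edgeR adjusted p of 0.669 and turned to -0.01 when 0 h replicate 2 was left out. The LHCB1 and LHCB2 families hold near-identical copies that can share reads, so their single members are uncertain. LHCB4.2 lies outside them but, like PSBP2, overlaps 1 other listed locus. In the other complexes, the highest and lowest log2 fold changes at 12 h were 3.86 (PSAK) and 0.96 (PSAE2) in the photosystem I core, 3.66 (LHCA6) and 1.58 (LHCA2) in LHCI, and 4.78 (FNR2) and 1.75 (PETE1) in the electron carriers. They were 3.51 (ATPD) and -0.43 (ATPC2) in the ATP synthase, and 6.10 (NDHU) and 0.32 (NDHS) in the NDH complex. ATPC2, the member below its dark level, had 6.91 ± 2.70 FPKM in the dark and 4.89 ± 0.349 at 12 h (SD, n = 3), with an edgeR adjusted p of 0.0945. PSAE2, ATPC2 and NDHS had mostly fractional counts and overlap another listed locus, so their levels are uncertain.

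The share of all expression held by the complexes was compared to see what the change amounted to in the whole transcript pool. The 74 genes held 1.14% ± 0.29 (SD, n = 3) of summed FPKM in the dark and 1.33% ± 0.25 at 1 h. They held 3.91% ± 1.08 at 2 h, 4.26% ± 0.44 at 4 h, 5.17% ± 0.88 at 8 h and 5.49% ± 0.42 at 12 h (SD, n = 3 each). The mean at 12 h was 4.83 times the dark mean. By the exact two-sided permutation test, p was 0.5 at 1 h and 0.1 at each later time, and 0.1 is the smallest value that 3 libraries against 3 can give. As a share of counts, which does not divide by gene length, the means were lower at each time, 0.78% in the dark and 3.73% at 12 h. No paired test was made for this share.

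**Figure D4:**
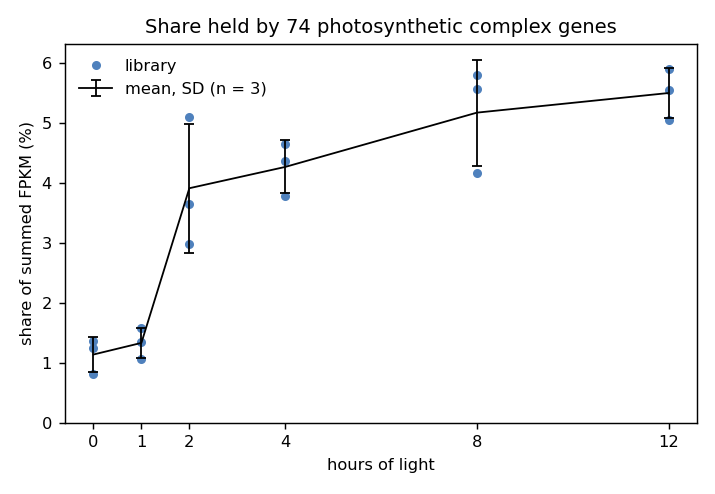
Points give the percentage of summed FPKM held by the 74 complex genes in each library (y axis) against hours of light (x axis), and the line and bars give the mean and SD of 3 libraries. The mean is 1.14% in the dark, 1.33% at 1 h, 3.91% at 2 h and 5.49% at 12 h.

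Comparison sets gave the background to these changes. The 10 reference genes had a median log2 fold change of -0.05, -0.19, -0.14, -0.02 and -0.09 at 1, 2, 4, 8 and 12 h. Their fry adjusted p (limma, Benjamini-Hochberg) was 0.00133 at 2 h and 0.0047 at 4 h, so small shifts of this set were past the threshold, and 0.855, 0.303 and 0.111 at 1, 8 and 12 h. The calls at 2 h and 4 h each changed in 1 of 20 alternatives, and the results at 8 h and 12 h in 5 and 9 of 20. The 8 light-response markers had a median of 2.59 at 1 h and 2.93 at 12 h. Rubisco small subunits with activase had a median of 0.58 at 1 h, with a fry adjusted p (limma, Benjamini-Hochberg) of 0.0278, and 4.61 at 12 h. Chlorophyll biosynthesis genes had a median of -0.16 at 1 h, with 10 of 25 genes above their dark level and a fry adjusted p (limma, Benjamini-Hochberg) of 0.855, and 1.98 at 12 h. With the replicate number as a block, the medians at 12 h were 4.61 for Rubisco, 1.98 for chlorophyll biosynthesis, 2.93 for the markers and -0.08 for the reference genes, with a pairing check of -0.109.

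Single genes of these sets showed the course over the hours of light. PORA (AT5G54190, chromosome 5, 21990864 to 21992814), an enzyme of chlorophyll synthesis abundant in the dark, fell from 78.9 ± 2.90 FPKM in the dark to 6.65 ± 3.66 at 1 h, stood at 17.7 ± 16 at 2 h and was at 0.477 ± 0.195 at 12 h (SD, n = 3). From 1 h to 2 h its log2 change was 1.3, with an edgeR adjusted p of 0.0445 (Benjamini-Hochberg), and 2 h replicate 1 was the highest, at 35.79 FPKM. Its log2 fold change was -3.52 at 1 h and -7.32 at 12 h, with edgeR adjusted p of 0.00032 and 5.46e-07. PORB (AT4G27440, chromosome 4, 13725546 to 13727440) fell from 141.5 ± 9.44 to 23.1 ± 5.63 FPKM at 1 h and stood at 58.8 ± 23 at 2 h and 53.1 ± 13.8 at 12 h (SD, n = 3). PORC (AT1G03630, chromosome 1, 907523 to 909650) had 6.35 ± 0.65 FPKM in the dark, 6.15 ± 1.18 at 1 h and 45.8 ± 8.72 at 12 h (SD, n = 3). The transcription factor HY5 (AT5G11260, chromosome 5, 3593335 to 3595073) rose from 26.4 ± 6.67 to 175.5 ± 4.95 FPKM at 1 h and stood at 67.7 ± 2.57 at 12 h (SD, n = 3). Phytochrome A (PHYA, AT1G09570, chromosome 1, 3095160 to 3100819) fell from 260.5 ± 27.7 to 166 ± 0.694 FPKM at 1 h and 68.4 ± 1.19 at 12 h (SD, n = 3). The Rubisco gene RBCS1A (AT1G67090, chromosome 1, 25048158 to 25049667) had 661 ± 55.2 FPKM in the dark, 963 ± 204 at 1 h, which was not past the threshold (edgeR adjusted p 0.215), and 7196 ± 707 at 12 h (SD, n = 3). RBCS1A and PORB had mostly fractional counts, and PORB and PORC overlap another listed locus, so these levels are uncertain.

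**Figure D5:**
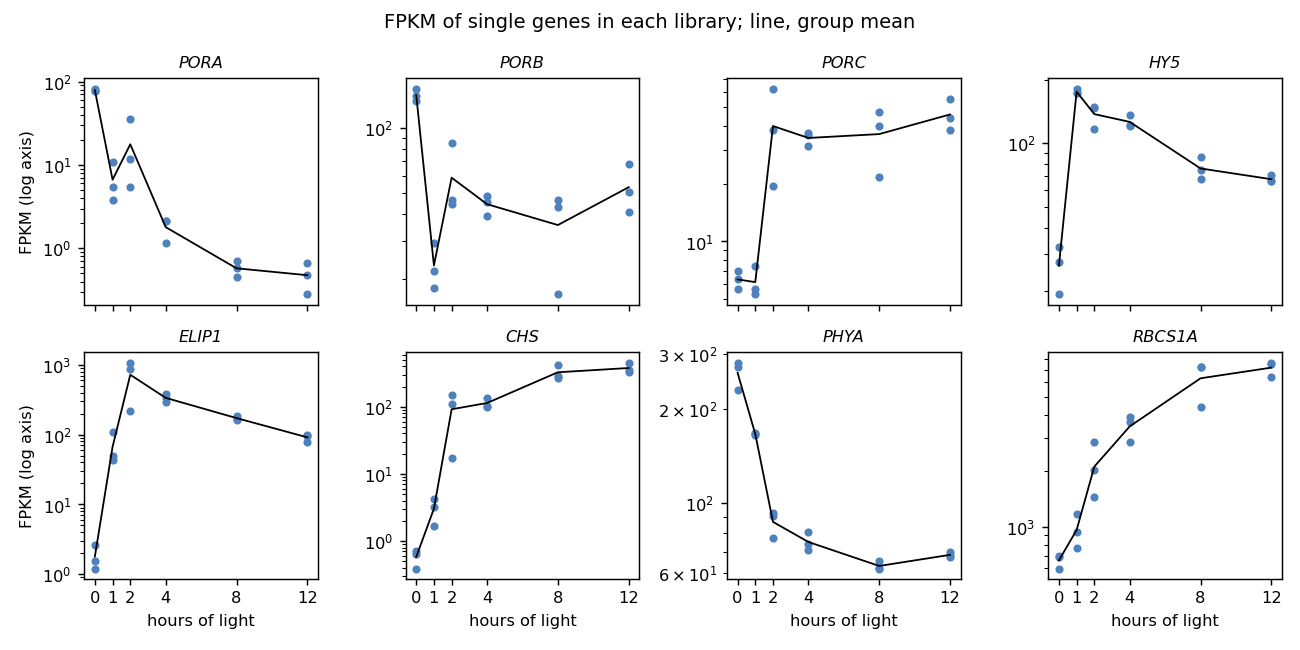
Panels show FPKM (log y axis) of 8 genes in each library against hours of light (x axis), with a line through the group means. PORA falls from a mean of 78.9 to 0.477 between 0 h and 12 h, HY5 is highest at 1 h with a mean of 175.5, and CHS rises from 0.58 to 377.6.

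Genes with the largest changes were named by the rule fixed beforehand, which 793 genes met at 1 h and 2626 at 12 h. At 1 h the 5 highest log2 fold changes were those of BBX30 (AT4G15248), BBX32 (AT3G21150), AT2G15020, AT3G56290 and ELIP1 (AT3G22840). BBX32 (chromosome 3, 7412445 to 7413727) rose from 0.217 ± 0.202 to 71.3 ± 17.7 FPKM (SD, n = 3), a log2 fold change of 8.36 with a standard error of 0.322 and an edgeR adjusted p of 2.53e-10, though its locus overlaps 1 other listed locus. BBX30 (chromosome 4, 8708841 to 8709482) had at most 2 counts in a dark library and between 349 and 521 at 1 h, at least 153-fold higher. AT2G15020 had 0 counts in each dark library and 5 to 6 at 1 h, at least 1.89-fold higher, with an edgeR adjusted p of 0.041 that rose above 0.05 whenever a dark or a 1 h replicate was left out. The log2 fold change was 5.36 for AT3G56290 and 5.26 for ELIP1. The 5 lowest were RTFL21 (AT1G67265, -3.83), PORA (-3.52), AT5G57760 (-3.52), HB-2 (AT4G16780, -3.26) and XTH16 (AT3G23730, -3.20). The dark libraries ranged from 259 to 1834 counts for XTH16. With single replicates left out, its log2 fold change came to -2.02 at the smallest. AT5G57760 overlaps another listed locus and had fractional counts in all 18 libraries, so its level is uncertain.

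At 12 h the 5 highest were DIR1 (AT5G48485), FdC1 (AT4G14890), AT2G15020, TT4 (AT5G13930, the chalcone synthase CHS) and AT2G22590. DIR1 and FdC1 had 0 counts in all dark libraries and were at least 359-fold and 213-fold higher at 12 h. Each overlaps 1 other listed locus and had fractional counts in every library where it was listed, so both are uncertain. AT2G15020 was at least 164-fold and AT2G22590 at least 264-fold higher. TT4 (chromosome 5, 4488476 to 4490264) rose from 0.58 ± 0.166 to 377.6 ± 66.2 FPKM (SD, n = 3), a log2 fold change of 9.37 with a standard error of 0.769 and an edgeR adjusted p of 1.21e-07. Its locus overlaps 1 other listed locus. Among the 5 lowest, SESA5 (AT5G54740), SESA3 (AT4G27160), CRU3 (AT4G28520) and CRA1 (AT5G44120) encode seed storage proteins. The fifth, AT4G02720, overlaps another listed locus and had fractional counts wherever it was listed. SESA3 also had fractional counts in most libraries, with whole numbers in 4 of 15, so its level is uncertain. SESA5, AT4G02720 and SESA3 were at least 2340-fold, 93.9-fold and 98.1-fold lower at 12 h, relative to the dark mean. The dark libraries ranged from 365 to 19430 counts for SESA5 and from 9 to 840 for SESA3, so the bounds of these genes rest mostly on single libraries. With single replicates left out, the fitted log2 fold change came to -9.51 for SESA5 and -7.45 for SESA3 at the smallest. Both genes were under the floor of 3 counts at 12 h. These fitted values are therefore not bounds, and they do not show how large the fall was. CRU3 fell from 1922 ± 2250 to 1.1 ± 0.829 FPKM and CRA1 from a mean of 2364 to 1.4 ± 1.44 (SD, n = 3). The SD of both genes in the dark exceeded their mean, yet each dark library lay above each 12 h library.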

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

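The test of reads shared with overlapping genes for DIR1, FdC1 and AT4G02720 and the comparison of the plastid share at times other than 8 h were chosen only after the result was seen, and the other tests in this part were set out before they were run.

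Among the 149 results looked at for opposite directions, 12 listed genes were below the 3 dark libraries in all 3 libraries at 1 h and above them in all 3 libraries of a later time. The log2 difference between the highest later time and 1 h was 2.71 for PETE1, 4.89 for PNSL4, 3.87 for RBCS2B, 1.45 for GSA1, 3.23 for GSA2, 1.55 for HEMB1 and 2.4 for HEMC. It was 2.45 for HEME2, 1.33 for HEMF1, 3.15 for CHLI2, 1.45 for CHLM and 5.52 for DVR. Between 2 h and 1 h, 11 of the 12 had an edgeR quasi-likelihood adjusted p under 0.05 (Benjamini-Hochberg), and CHLM did not (log2 change 0.29, adjusted p 0.18). Against the dark at 1 h, 2 of the 12 had an edgeR adjusted p under 0.05, PETE1 (log2 fold change -0.96) and PNSL4 (-1.31). Both lost this in 4 of the 6 fits that each left out one replicate, and RBCS2B gained it in 5 of 18 alternatives, so a fall below the dark level was not firmly shown for any of the 12. The pattern held in 9 of the 25 chlorophyll biosynthesis genes (36%), against 748 of all tested genes (3.64%). The mirror pattern, higher at 1 h and lower later, held in 345 tested genes (1.68%).

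Technical explanations for this dip were weighed first. With RLE scaling or with library size alone, 12 of the 12 genes were below the dark level at 1 h. After a trend with GC content or with gene length was removed, 12 and 12 were below it. Without the pair of libraries numbered 4 in their file names 12 were below it too. The genes were chosen for lying below the dark libraries at 1 h, which largely fixes these outcomes in advance. The scalings put the median of all genes at 1 h between -0.059 and -0.11, far less than the dips of PETE1 (-0.96), DVR (-1.22), PNSL4 (-1.31) and RBCS2B (-1.34), so scaling is not enough to account for these. The pattern also requires a later rise, and 23 of the 25 chlorophyll biosynthesis genes were above the dark at 12 h. A shift common to all genes at 1 h could therefore favour this set. The comparison with all tested genes cannot exclude this, because it was not limited to genes that rose later. Small dips such as that of CHLM (-0.18) cannot be told apart from an effect of scaling, and the group cannot be told apart from an effect of GC content, gene length or a library batch. Mostly fractional counts, a sign of shared reads, were found in 3 of the 12, so shared reads do not account for most of the group. A short fall in transcripts for chlorophyll precursors before their rise is a candidate explanation that these data leave open. Time of day may also differ between the groups, and no label gives it.

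AT4G02720 was above its mean dark level in all libraries at 2 h and 4 h and below it in all libraries at 8 h and 12 h. In counts, the lowest 2 h library (398.17) was under the highest dark library (411.14). The log2 difference of AT4G02720 between the earlier and the later times was at least 7.43, since at 12 h it was under the floor of 3 counts. It shares a pattern with DIR1 and FdC1, which were near 0 in some groups and high in others. All 3 genes overlap another listed locus and had only fractional counts wherever they were listed, consistent with the division of reads between overlapping genes, and a change in the gene itself cannot be told apart from it. By the edgeR quasi-likelihood test, the higher level was not past the threshold at 2 h (log2 fold change 0.8, Benjamini-Hochberg adjusted p 0.285) or at 4 h (0.61, adjusted p 0.427). The lower level was past it at 8 h (-3.71, adjusted p 0.000863) and at 12 h (adjusted p 3.27e-05), so a rise above the dark was not shown.

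Plastid genome transcripts lie outside the gene sets and are poorly captured by polyA selection. The 87 plastid genes held 0.0155% ± 0.00438 of counts at 8 h (SD, n = 3) and 0.00915% ± 0.00166 in the dark, a ratio of 1.697. An exact two-sided permutation test gave p = 0.2, and 2 of 3 libraries at 8 h exceeded the highest dark library (0.0111%). A single abundant gene was not the reason, because the ratio was 1.737 without the largest one, ATCG00190. At 12 h the share was 0.0128% ± 0.00107 (SD, n = 3), and 3 of 3 libraries exceeded the highest dark library, with an exact p of 0.1, the smallest that 3 libraries against 3 can give. At 1, 2 and 4 h the exact p was 0.3, 1 and 0.9, and 0, 1 and 0 libraries exceeded it. The libraries at 12 h were thus apart from the dark libraries, while those at 8 h were not, and no biological explanation was tested.

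In the transcript tables, 720 transcripts of 466 genes differed between 12 h and the dark by at least 20 percentage points in their share of the gene, with the 3 libraries of each time apart. The comparison covered 21753 transcripts of 7371 genes with at least 50 counts. For 15.9% of all transcripts compared, the shares in the 3 libraries at 12 h did not overlap those in the 3 dark libraries, against 10% by chance. Of the 4 splits of the 6 libraries that part all same-numbered libraries, 1, the real one, gave as many transcripts, and the largest number from another split was 388. Of the 720 transcripts, 99.2% had mostly fractional counts, against 84.1% of all transcripts compared. Such shares could reflect how reads were assigned between transcripts, and a change in splicing cannot be told apart from it.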

How the results depend on the processing

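Counts of changed genes, set medians and shares were recomputed under each alternative. Of 210 counts under the alternatives, 187 were within 1.5 times the count reported, and 23 were not. All 28 complex set medians at 2 to 12 h stayed positive and past the fry threshold in all 560 alternatives, with medians of at least 0.746 and an adjusted p (limma, Benjamini-Hochberg) of at most 0.0353. The changes of sets were at 1 h or in the comparison sets, 56 of 1100 in all (22 weaker, 17 stronger, 17 reversed). The share of expression moved by more than the spread between replicates in 6 of 36 alternatives. All 6 were the share of counts, which moved at every time. Leaving out a single library cannot shift a group mean by more than the SD of its libraries. Those alternatives could therefore not have counted as moved, and they do not show that the share is stable. Among named genes, 75 of 1653 alternatives changed a call (58 weaker, 8 stronger, 9 reversed). The cause of the changes below was not tested.

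Without a fold change minimum, the counts rose to 2244, 9659, 9065, 9927 and 9750 at 1, 2, 4, 8 and 12 h against the dark, to 10149 for 2 h against 1 h, 4866 for 4 h against 2 h and 2349 for 8 h against 4 h. With an adjusted p under 0.01, 1003 genes changed from 2 h to 4 h and 333 from 4 h to 8 h. With limma on log2(FPKM + 1) these were 1239 and 414. With only the groups compared in the fit, 1323 genes changed from 2 h to 4 h. Across the 6 fits that each left out one replicate, the count from 2 h to 4 h ranged from 1141 to 3169 and that from 4 h to 8 h from 389 to 965. From 8 h to 12 h the count of 0 (944 at an unadjusted p under 0.05, fewer than chance gives on average) became 7 with DESeq2. In simulated data without a change DESeq2 made 13 calls. Those were made without the fold change minimum, so they cannot be set against the 7.

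Without a fold change minimum, the part of calls that was higher went from 20.8% to 46.8% for 4 h against 2 h (2278 higher, 2588 lower), from 68.3% to 54.7% for 2 h against the dark and from 73.6% to 57.3% for 2 h against 1 h. Against the dark it also went from 59.5% to 51.7% at 4 h and from 60.1% to 52.1% at 8 h. At 12 h it went from 58.8% to 50.9% (4962 higher, 4788 lower), while at 1 h it was 63.7% and 63.5%. The split depended on scaling and on the replicates from 4 h to 8 h. There 53.3% of calls were higher with TMM factors and 40.7% with library size alone. The part was 38.5% with limma on log2(FPKM + 0.1), 43.5% on log2(FPKM + 1) and 41.6% without 4 h replicate 3. In the other direction, it was 61.1% without 4 h replicate 2, 61.8% without 8 h replicate 2 and 57.5% without a fold change minimum. Library size alone moved the median log2 fold change of all genes to -0.11 at 1 h and 0.176 at 2 h, against -0.063 and 0.096 with TMM factors. Set medians at those times can be read relative to these shifts.

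At 1 h the weak set results changed most. With library size alone the LHCII median was -0.0172 and the LHCI median 0.462, no longer past the threshold. The LHCI median also lost its call at 0.508 with a mean FPKM of at least 1, at 0.464 with limma on log2(FPKM + 1), at 0.484 on log2(FPKM + 0.1) and at 0.54 with only the 2 groups in the fit. LHCII was -0.00599 and -0.00597 in the limma fits. Camera called the photosystem II core, whose median stayed at 0.249, and the fit of only the 2 groups called the ATP synthase at 0.347. The mean of the reference genes at 1 h was 0.0136, opposite to their median. Camera dropped their calls at 2 h and 4 h (adjusted p 0.211 and 0.297), where the adjusted p (limma, Benjamini-Hochberg) ranged over the alternatives from 0.000275 to 0.211 and from 0.000707 to 0.297. They gained a call at 12 h in 9 of 20 alternatives (range 0.00101 to 0.518), among them RLE, library size alone and both limma fits, and at 8 h with library size alone and both limma fits (range 0.0031 to 0.601). The log2 fold change of PORC at 1 h was 0.03 with TMM factors, but -0.0129 with library size alone, and -0.0485 and -0.0568 in the limma fits.

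Across the 6 fits that each left out one replicate, the median at 1 h ranged from 0.14 to 0.409 for the photosystem II core (called in 1 fit), from -0.0407 to 0.19 for LHCII, from -0.0378 to 0.259 for the photosystem I core and from 0.362 to 0.69 for LHCI, which lost its call in 4 fits. It ranged from 0.297 to 0.566 for cytochrome b6f with the carriers, which lost its call in 3 fits, from 0.264 to 0.417 for the ATP synthase (called in 2 fits) and from -0.000298 to 0.411 for the NDH complex. The Rubisco set lost its call at 1 h in 3 fits. The reference genes ranged from -0.0625 to 0.00351 at 1 h and from -0.16 to 0.0192 at 8 h. PORC at 1 h ranged from -0.143 to 0.179 and LHCB4.2 at 12 h from -0.0127 to 0.182. Of the named genes, AT2G15020, ATPD, CHS, GUN4, LHCA1, NDHU, PETE1 and PNSL4 at 1 h and GLK2 and LHCB2.2 at 12 h lost an edgeR quasi-likelihood adjusted p under 0.05 (Benjamini-Hochberg) in at least 1 of these fits.

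A batch term for the 2 libraries with the number 4 in their file names, and their omission, were added after seeing the data. With the batch term the LHCII, LHCI and NDH medians at 1 h were -0.0107, 0.497 (not past the threshold) and -0.0281, and PORC was -0.259. The Rubisco median at 1 h was 0.392 and also lost its call, with a fry adjusted p of 0.0905 (limma, Benjamini-Hochberg; 0.00317 to 0.11 over the alternatives). It called 1 gene from 8 h to 12 h, AT1G14780 (log2 change 1.51), named after its value was seen. Blocking by the number in the file names was also added after seeing the data. It kept all counts within 1.5 times those reported, but at 1 h LHCII turned to -0.0624, the photosystem I core to -0.0441, the NDH complex to -0.122 and PORC to -0.348. LHCI (0.426), cytochrome b6f (0.204) and Rubisco (0.3) lost their calls. Without both libraries, 3418 genes changed from 2 h to 4 h, the NDH median at 1 h was -0.0119 and PORC was -0.0291.

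With the replicate number as a block, all counts stayed within 1.5 times those reported, and 1114 of the 1182 genes changed at 1 h and 4434 of the 4582 changed at 12 h were called again. The paired check gave a mean correlation of -0.015 over all groups. As a share of counts, the complexes held 0.78%, 0.89%, 2.64%, 2.84%, 3.5% and 3.73% at 0, 1, 2, 4, 8 and 12 h, lower than the shares of FPKM at each time. Depth limits the genes near the floor of 3 counts, such as AT2G15020 at 1 h, whose fold change is a lower bound.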

Other observations

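Tests of library size, abundant genes, batch and mislabelling for replicate 3 of 0 h and 2 h, of gene copies for the antenna, and of the complexes without uncertain genes, were chosen only after the result was seen, while the others below were set out before.

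Replicate 3 of 0 h and replicate 3 of 2 h differed from the others of their group, and both carry the number 4 in their file names. Their groups carry the numbers 2, 3 and 4 at 0 h and 1, 3 and 4 at 2 h, and the other groups 1, 2 and 3. Library size was outside the range of the other 16 libraries in 0 of the pair, and the share of the 10 most abundant genes (3.66% to 5.45% in the other 16) in 0 of the pair. Across genes, the deviation from the group mates followed GC content with a Spearman rho of 0.047 and 0.051 and gene length with -0.149 and -0.06. The weaker of each pair, 0.047 and 0.06 in size, fell short of the 0.3 set as the limit. A list of seed storage genes (13 tested) lay at percentile 100 of 10000 random lists in both libraries, and a list of root genes (8 tested) at percentile 0 and 0.02. Both lists met the limit set for them, but they do not single out the pair, because 8 of 18 libraries lay above the central 95% of random lists and 9 below it for the seed list, and 7 above and 6 below for the root list. The median deviation of the seed list was 2.755 in 0 h replicate 3 and 1.405 in 2 h replicate 3, the highest of the 18, and that of the root list was -2.042 and -1.128, the lowest. A different mix of tissues or a different stage of the seedlings in this pair may underlie this, but the percentiles cannot decide it.

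A shared library batch was weighed by the correlation across genes of the deviations of the pair, which was 0.289. Of the 135 pairs of libraries from different groups, 9 were as high, up to 0.428, so a batch can neither be shown nor excluded. When each library was compared with group means that left it out, 1 of the pair, 2 h replicate 3, lay closer to another group (4 h, r 0.963) than to its own (r 0.952). Equal means of 2 libraries put 3 of the 18 libraries closer to another group, among them 8 h replicate 2 and 12 h replicate 1. For 8 h replicate 2, r was 0.9796 with 12 h and 0.9787 with its own group. For 12 h replicate 1, r was 0.9887 with 8 h and 0.9871 with its own group. By count this measure does not single out 2 h replicate 3, but its gap was the widest of the 3, so a label error stays open by this measure. Other values go against 2 h replicate 3 being a 4 h library. On principal component 1 it lay at -22.21, between the 1 h libraries (-46.06 to -38.96) and the 4 h libraries (14.81 to 16.4). Its NDH level was 1.202, against 2.532 to 2.757 at 4 h, and its Rubisco level 2.089, against 3.249 to 3.565. Another label error is not excluded.

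GC content and gene length were weighed for the higher level of the 7 complex sets at 12 h. Across all genes, the log2 fold change at 12 h hardly followed GC content (Spearman rho 0.008) or gene length (0.044). After a trend with GC content was removed, the smallest of the 7 medians was 2.314, and after a trend with gene length it was 2.122. The corrections moved a median by at most 0.339 (LHCII, upward) and 0.061, and left most medians nearly where they were. They show no trend across all genes that would produce the result, and a bias particular to these genes is not excluded. Of the 74 complex genes, 37 had mostly fractional counts or overlap another listed locus. Without these, the medians at 12 h lay between 2.23 (LHCII, 4 genes) and 3.53 (NDH complex, 8 genes).

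Antenna transcripts were suspected to decline between 4 h and 12 h, and the measures differed. The LHCII median against the dark was lower at 12 h (2.1) than at 4 h (2.44) and 8 h (2.54). The mean over the same genes was not lower, at 2.51 at 12 h, against 2.374 at 4 h and 2.444 at 8 h. From 4 h to 12 h, 6 of the 15 LHCII genes were lower. The median over genes of the change from 4 h to 12 h was 0.22, with a fry adjusted p of 0.706 (limma, Benjamini-Hochberg over 11 sets), and 0.224 with RLE scaling. Of the 13 antenna genes outside the LHCB1 and LHCB2 families, 5 were lower at 12 h, and 0 of these had an edgeR quasi-likelihood adjusted p (Benjamini-Hochberg) under 0.05. The other 8 were higher, and 3 of these had one, LHCB4.1 (log2 change 0.73, adjusted p 0.0258), LHCB4.3 (1.14, adjusted p 0.0189) and LHCA5 (0.55, adjusted p 0.0325). LHCB3 (log2 change -1.21) had an edgeR adjusted p of 0.0542, and was singled out after its value was seen. LHCB3 and LHCA5 had fractional counts in all libraries, so both are uncertain.

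Seed storage transcripts were high and variable in the dark and nearly gone by 12 h. Their share of counts was 0.979% ± 1.24 in the dark, 1.2% ± 0.433 at 1 h, 1.06% ± 0.593 at 2 h, 0.287% ± 0.183 at 4 h, 0.0355% ± 0.011 at 8 h and 0.0195% ± 0.00869 at 12 h (SD, n = 3). Within groups, the seed genes deviated together, with a mean correlation of 0.638 against a median of -0.005 in 992 random lists, percentile 100. This is consistent with varying amounts of RNA from remaining seed tissue, or seed coats, between libraries, and does not exclude a decline within the seedlings. Without the 22 seed storage and marker genes, 4565 genes were changed at 12 h. Leaving out so few genes can hardly move this count, so it does not show whether the tissue difference that they mark drives other genes.

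The comparisons across all genes were repeated on other splits of the same 6 libraries. There are 10 splits, of which 4, the real one included, part all same-numbered libraries, and the other 6 leave a same-numbered pair together. The real split alone gave as many changed genes in 1 of 4 splits for 1, 2, 4, 8 and 12 h against the dark, and for 2 h against 1 h, 4 h against 2 h and 8 h against 4 h. Among all 10 splits it was also 1. The largest count from another split was 670 genes, for 2 h against the dark, where 4192 were found. For 12 h against 8 h all 4 splits gave 0 genes. The real one had 944 genes at an unadjusted p under 0.05, fewer than chance gives on average. With 4 or 10 splits no share under 0.05 is possible, so these counts cannot rule out a fortuitous split. For all groups together, time labels were permuted within replicate number, and 1 of 100 arrangements, the real one, gave as many genes (15426), while the others had a median of 0 and a highest count of 7383.

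For the gene sets, the real split alone gave a median as large in 7 of the 7 complexes at 2, 4, 8 and 12 h. At 1 h the real split alone did so for cytochrome b6f with the carriers and the ATP synthase, 1 of 4 splits each. It was 2 of 4 for the photosystem II core, LHCI and the NDH complex, 3 of 4 for the photosystem I core and 4 of 4 for LHCII. For Rubisco and the light-response markers it was 1 of 4 at each time. For chlorophyll biosynthesis it was 2 of 4 at 1 h and 1 of 4 later, and for the reference genes 2 of 4 at 1, 8 and 12 h and 1 of 4 at 2 and 4 h.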
